A study of Mus musculus with 1 sample. Its data were reported in "SGK1 inhibition in glia ameliorates pathologies and symptoms in Parkinson disease animal models" (2021).

How the data were processed

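Primary mixed glia were grown from the ventral midbrain (VM) of mouse pups of the outbred ICR (CD-1) strain at postnatal day 5. The study examined serum- and glucocorticoid-regulated kinase 1 (SGK1), and treated such cultures with an inhibitor of the kinase. The data analysed here were 1 RNA-seq library, which the labels placed in the control group. The study describes the control of its RNA-seq comparison as treated with the vehicle, DMSO. Libraries of inhibitor-treated glia were not analysed here. No contrast between groups was therefore made, and no difference given below has a replicate check.

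RNA was extracted with Trizol, and the library was prepared from total RNA with a SMARTer mRNA kit. According to the study's methods, bases with a quality under 20 were trimmed, reads were mapped to the GRCm38/mm10 genome with STAR, and reads on exons of NCBI RefSeq Release 105 genes were counted with HTSeq-count. The authors described the resulting per-gene values as normalised read counts. The methods also state that FPKM values were calculated, but the values analysed here were on the read-count scale. The normalisation behind them, the strand setting, the treatment of multi-mapped reads and the tool versions were not stated. The deposited values were whole numbers and were handled as a score on the read-count scale, not as raw counts. Their sum was far above 1000000, so they were not values per 1000000 reads. The number of sequenced reads behind the values is unknown, so the sum of the values stands in place of a depth, and no confidence interval or detection floor is given. A different normalisation by the authors would change values per 1000000, and, if it acted differently on different genes, also ranks.

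The table held 23282 rows with 23238 gene symbols. Of these symbols, 35 occurred in more than 1 row. The rows were used as deposited. Each value was also expressed per 1000000 of the sum of all values. Gene coordinates, transcript types, overlaps and exon lengths (the union of annotated exons) came from GENCODE release M21, which is on the GRCm38 build. This annotation is not the RefSeq release that the authors counted on. A total of 22859 rows (98.2%) were matched to it by symbol, or through older symbols listed by RefSeq. Where the strand setting is unknown, reads of overlapping or antisense genes can be assigned to either gene, so exon overlaps with other annotated genes are stated for named genes.

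A gene with a value of 10 or more was called detected. The design fixed before the data were examined set this minimum for counts and a minimum of 1 for normalised values. The values were normalised by the authors but remained on the read-count scale, so 10 was used, with 1, 3 and 100 as alternatives. For each gene list, the median value was placed as a percentile among the medians of 10000 random lists of the same size, drawn from the detected genes. List members under 10 entered with their own values, which lowers lists with undetected members relative to the random lists. A list was called high or low when its median lay in the highest or lowest 2.5% of the random medians. These percentiles describe this library and are not tests across replicates. For M1 against M2 markers and for A1 against A2 markers, the difference of list medians on the log2(value per 1000000 + 1) scale was placed among 10000 random re-divisions of the pooled members. This scale understates differences of low genes. A total of 22 lists received a percentile, and 1.1 lists past the threshold would be reached by chance. The named genes were fixed in advance as the 10 highest genes, Sgk1, members of study lists with up to 9 genes, and in longer lists the 3 highest members, the lowest member and members at 0. Some genes that this rule selects are not reported here. Other genes were chosen after their values were seen, which is stated where they appear.

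The percentile method was tested on simulated data. From the detected genes, 200 lists of 12 genes were drawn at random. Of these, 8% were past the threshold unchanged, against 5% by design. After an 8-fold increase 90% of the 200 lists were called high, and after an 8-fold decrease 86.5% were called low. The difference of medians was past the threshold in 5% of 200 unchanged list pairs. It was called in 78% of 200 pairs that differed by 3 on the log2 scale, so smaller differences between short lists will often be missed.

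The alternatives were other minima for the random lists, values divided by exon length, the mean of log2 values in place of the median, a pseudocount of 0.1, list members at 10 or more only, and totals without the 45S ribosomal RNA precursor Rn45s or without the 10 highest genes. Sequence comparisons between transcripts used BLAST 2.17.0. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.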

Results

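The transcriptome of mouse VM-derived mixed glia was measured by RNA-seq in 1 control library. The values were normalised read counts per gene, as given by the authors, and their sum was 27569507. There was no replicate, so no value below carries an error between cultures. Of 23282 rows, 15648 had a value of 10 or more and were called detected, and 5075 (21.8%) were listed at 0. The median value among detected genes was 469. The 10 highest genes held 13.4% of the sum, the 100 highest held 28.2%, and 599 genes held 50%. The 10-gene share was 11.7% when the 45S ribosomal RNA precursor Rn45s was left out.

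Apolipoprotein E (Apoe, chromosome 7, 19696109 to 19699188 in GRCm38) had the highest value, 1010177, or 3.66% of the sum. The second was Rn45s at 655499 (2.38%). It was followed by Lyz2 at 498220 (chromosome 10, 117277331 to 117282321), Spp1 at 324671 (chromosome 5, 104435118 to 104441050) and Ctsd at 300496 (chromosome 7, 142375911 to 142388038). Fth1 had a value of 249988, Vim 218802, Ctsb 164610 and Ftl1 141007. Several of these genes have close relatives or overlaps that can share reads. The Lyz2 paralog Lyz1, named after its value was seen, had a value of 68795. Spp1 and Ctsd each overlap another annotated gene on the same strand, and Ctsb and Ftl1 overlap one on the opposite strand. None of the 37 mitochondrially encoded genes in the annotation had a row under its annotated symbol. Other symbols of these genes were not searched, so rows under another name are not excluded.

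The study asked how inhibition of SGK1 changes glia, so the level of the kinase itself was examined first. Sgk1 lies on chromosome 10 (21882184 to 21999903, plus strand), and its exons overlap no other annotated gene. Its value was 6105, which is 221 per 1000000 of the sum and above 95.4% of detected genes. Without the 10 highest genes in the sum it was 256 per 1000000. The paralogs were lower, with Sgk3 at 767 and Sgk2 at 13. The transcription factors Nurr1 (Nr4a2) and Foxa2, which the study placed upstream of Sgk1, had values of 99 and 20.

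The cellular makeup of the culture was described with marker lists fixed before the data were examined. The microglia list had a median of 14866.5, above each of the 10000 random lists (percentile 100). Among its members, C1qa was at 32619 and Csf1r at 31413, and the lowest was Tmem119 at 984. Exons of Csf1r overlap a gene on the opposite strand, as do those of Fgfr3, Fn1, Map2 and Cnp named below. The astrocyte list had a median of 2966.5 (percentile 99.99). Gfap was at 17222, Atp1b2 at 15285 and Aldoc at 5805, with Fgfr3 lowest at 484. The mesenchymal list had a median of 8184.5 (percentile 100), with Fn1 at 95749, Acta2 at 26499, Col1a1 at 16915 and Lum lowest at 455. These were the high lists among the 7 cell-type lists.

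The neuron list (median 37.5, percentile 0.01) and the endothelial list (median 34.5, percentile 0.05) were low. Neuronal Stmn2 was at 3802, Map2 at 868 and Nefm at 508, and Slc17a6 was listed at 0. Nefm exons overlap Nefl on the opposite strand. Endothelial Flt1 was at 2427, Egfl7 at 54, and Kdr was above 25.6% of detected genes. Egfl7 exons overlap genes on both strands. Tek was listed at 0. The oligodendrocyte lineage list (median 597.5, percentile 64.8) was not apart from random lists. It included Mbp at 10966 and Cnp at 3937, and its lowest member was Sox10 at 48. The ependymal list was also not apart (median 612, percentile 62.2), but it was high after division by exon length (percentile 98.0). Its highest members were Cfap126 at 3173, Foxj1 at 1353 and Rsph1 at 1194, and its lowest was Tmem212 at 14.

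**Figure D1:**
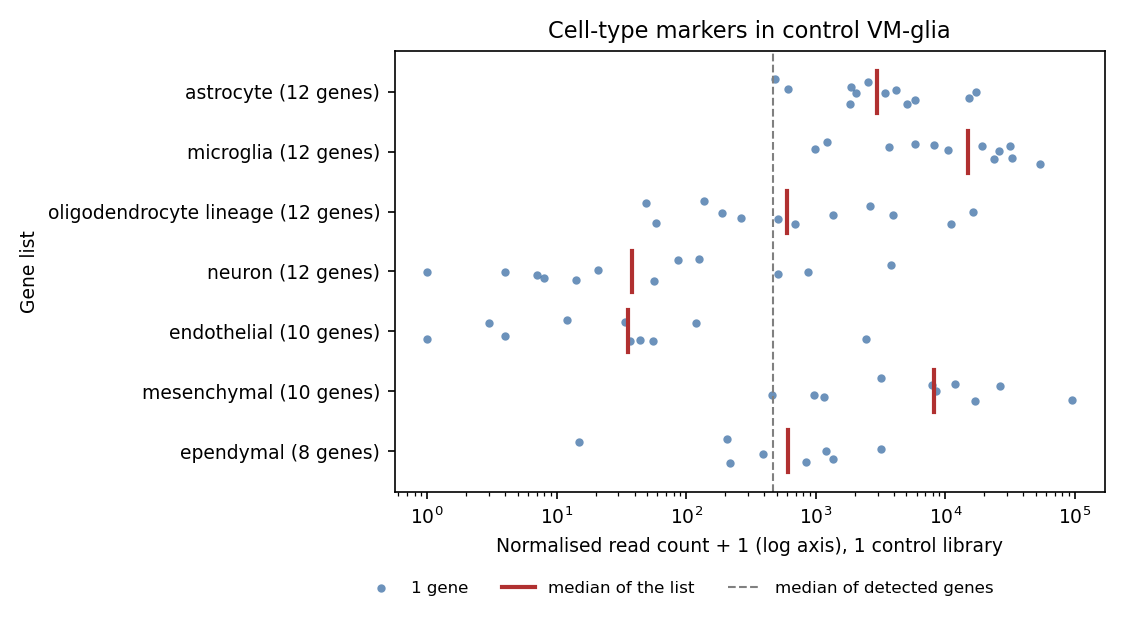
Normalised read count plus 1 (log axis) of each gene in 7 cell-type marker lists, in 1 control library of VM-glia. Points are genes, red lines are list medians, and the dashed line is the median of detected genes (469); the medians of the microglia (14866.5), mesenchymal (8184.5) and astrocyte (2966.5) lists lie to its right, and those of the neuron (37.5) and endothelial (34.5) lists to its left.

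The study linked SGK1 to NFκB signalling and inflammatory cytokines, and these lists give transcript values in control glia without the inhibitor. They do not measure NFκB signalling, which the study assessed on proteins. The 6 NFκB pathway genes had a median of 1486.5 (percentile 93.6), which became high under the mean of log2 values (percentile 98.1). Nfkb1 was at 4776, Rela at 2623, Ikbkb at 1518, Nfkbia at 1455, Ikbkg at 966 and Chuk at 941. Exons of Ikbkg overlap G6pdx on the opposite strand. Of 4 cytokine and effector genes, Tnf was at 810, Il1b at 497 and Il6 at 34, and Nos2 at 7 was under the detection minimum. Their median was 265.5 (percentile 23.7), and the percentile was 55.1 after division by exon length. The 50 inflammatory genes that the study displayed were selected by its authors, and how they were selected was not stated. In the control library their median was 327.5, and 36 of the 50 were detected. The percentile of this list was 13.9, and among all lists it moved most with the processing, reaching 94.98 after division by exon length. Fcer1g was at 11552 and Tlr2 at 5333, and Nlrp4e at 2 was lowest.

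Components of the 2 innate sensing pathways studied were mostly detected. For the NLRP3 inflammasome, Nlrp3 was at 1247, Casp1 at 1128, Pycard at 994, Il1b at 497 and Il18 at 198 (median 994, percentile 81.0). For the CGAS-STING pathway, Tbk1 was at 1591, Ifi204 at 937, Irf3 at 736, Sting1 at 639, Tlr9 at 512, Zbp1 at 218, Cgas at 176 and Nlrc3 at 81, and Ifnb1 at 6 was not detected. The median was 512 (percentile 54.4), which fell on the other side of the random median with the mean of log2 values (percentile 27.2). Pycard, Irf3 and Cgas have exons that overlap a gene on the opposite strand.

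The glutamate transporters Slc1a2 and Slc1a3 had values of 1866 and 1850, above 81.7% and 81.6% of detected genes. Ppargc1a, which encodes the mitochondrial regulator PGC1α, was at 319, above 41.9%. Among pro-oxidant genes, Cyba was at 5970, Bax at 2048, Fdxr at 218 and Recql4 at 182. Their median was 2048 (percentile 96.5), inside the threshold, but past it after division by exon length (percentile 98.1). Bax exons overlap a gene on the same strand and Recql4 exons overlap Mfsd3 on the opposite strand. Il1b, Slc1a2 and Hmgb1 also have exon overlaps with opposite-strand genes. Among senescence-related genes, Hmgb1 was at 24415, Lmnb1 at 1698, Trp53 at 1532 and Cdkn2a at 775, with Il1b and Il6 as above (median 1153.5, percentile 87.3). The study treats loss of LMNB1 protein, but presence of IL6 and CDKN2A proteins, as marks of senescence. The list mixes both directions, so its median does not measure senescence.

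Polarisation markers of microglia were examined because the study contrasted M1 with M2 genes. The values come from mixed cells and are not those of microglia alone. The M1 list had a median of 34 (percentile 0.04) and the M2 list a median of 16.5 (percentile 0), so both were low. Among M1 genes, Cd86 was at 815, Tnf at 810 and Il1b at 497, and Il12a was listed at 0. Among M2 genes, Mrc1 was at 7012, Arg1 at 3771 and Mmp9 at 110, and Il10, Ccl22 and Retnla were listed at 0. The M1 median was 0.49 higher than the M2 median on the log2 scale. Random re-divisions of the 11 M1 and 10 M2 genes placed this difference at percentile 62.2, so the lists were not distinguishable. The largest shift came from keeping genes at 10 or more, which gave a log2 difference of 2.19 (percentile 76.4).

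Markers of reactive astrocytes were grouped as in the study into pan-reactive, A1 and A2 genes. The values come from mixed cells, in which the microglia and mesenchymal list medians exceeded the astrocyte median. High values of these lists therefore cannot be assigned to astrocytes. The pan-reactive list had a median of 2003 (percentile 99.8), with Vim at 218802, Gfap at 17222, Cd44 at 6466 and Aspg lowest at 32. The A1 list had a median of 1780 (percentile 99.4), with H2-D1 at 17724, Fbln5 at 3764, Fkbp5 at 2714 and Iigp1 lowest at 6. Reads of H2-D1 can be shared with other class I histocompatibility genes. The A1 list was inside the threshold with the mean of log2 values (percentile 94.7). The A2 list had a median of 772 (percentile 80.1), with S100a10 at 9512, Cd14 at 5185 and Cd109 at 3269, and Slc10a6 was listed at 0. The A1 median exceeded the A2 median by 1.18 on the log2 scale, at percentile 79.7 of the re-divisions. This difference was also inside the threshold under each of the 3 alternatives run.

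**Figure D2:**
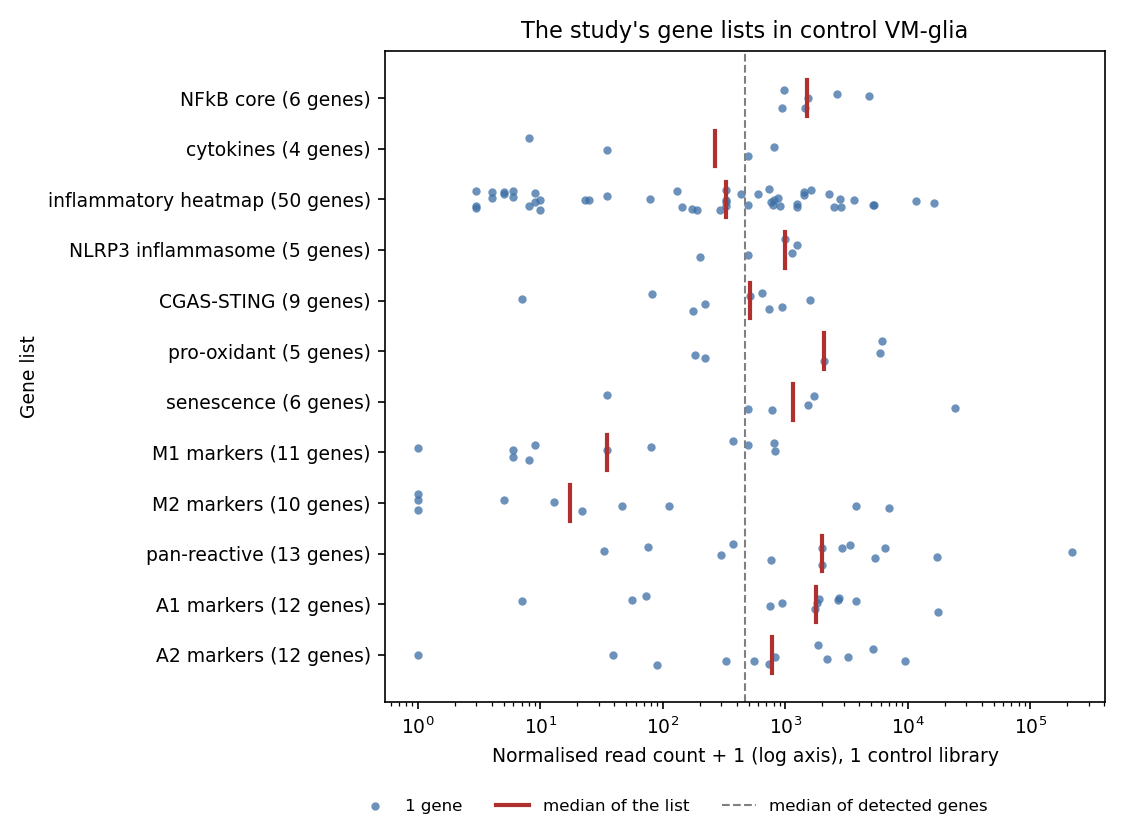
Normalised read count plus 1 (log axis) of each gene in 12 lists taken from the study, in 1 control library of VM-glia. Points are genes, red lines are list medians, and the dashed line is the median of detected genes (469); the M1 and M2 medians (34 and 16.5) lie furthest to its left, and the pro-oxidant (2048) and pan-reactive (2003) medians furthest to its right.

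Lists for cell states were not apart from random lists. The proliferation list had a median of 749 (percentile 78.6), with Mki67 at 6120, Top2a at 4268, Cdk1 at 2048 and Aurkb lowest at 349. Top2a overlaps a small nucleolar RNA gene on the same strand. The immediate early list had a median of 1313.5 (percentile 96.1), with Jun at 5289, Egr1 at 3917, Junb at 3787 and Egr2 lowest at 289. Jun and Junb overlap opposite-strand genes. It was high under 3 of the 4 alternatives, with a percentile of 99.8 after division by exon length. The interferon response list had a median of 361.5 (percentile 32.6), with Ifit1 at 1049, Bst2 at 890 and Isg15 lowest at 110. Of the 22 lists, 5 were high, 4 were low and 13 were neither.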

Values the study reported

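The study reported that GFAP-positive astrocytes made up 60–70% of the cells in its VM-glial cultures and Iba1-positive microglia 5–15%. It reported an increase of more than 3.7-fold for Slc1a2 and Slc1a3 in RNA-seq after treatment with the SGK1 inhibitor. Its methods gave 46,432 annotated genes as the set that was measured.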

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

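The 22 list percentiles were recomputed under 4 alternatives, which gave 88 checks. In 65 of them the list stayed on its side of the random median and of the threshold. In 11 it moved to the other side of the random median, in 9 it became high or low, and in 3 it no longer was. For 9 of the 22 lists nothing changed under the 4 alternatives. These included the microglia, astrocyte, mesenchymal, neuron, endothelial, M2 and pan-reactive lists. The M1 list remained low under 3 of the 4 alternatives.

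With random lists drawn from genes at 1 or more, the percentile changed to 54.1 for the inflammatory genes, 55.9 for interferon response, 97.7 for pro-oxidant genes, 97.9 for immediate early genes and 2.6 for M1. With random lists from genes at 100 or more it changed to 0 for the inflammatory genes, 20.96 for CGAS-STING, 97.3 for A1, 47.8 for A2, 25.6 for oligodendrocyte lineage, 30.8 for ependymal and 45.1 for proliferation. These shifts follow from the pool, since a higher minimum raises every random median. After division by exon length the percentile was 55.1 for cytokines, 94.98 for the inflammatory genes, 98.1 for pro-oxidant genes, 98.0 for ependymal, 99.8 for immediate early and 58.1 for interferon response. With the mean of log2 values it was 98.1 for NFκB, 2.4 for the inflammatory genes, 27.2 for CGAS-STING, 94.7 for A1 and 99.3 for immediate early. The cause of the shifts with exon length and with the mean was not tested.

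The M1 minus M2 and A1 minus A2 differences kept their sign and stayed inside the threshold under 3 alternatives each. The M1 minus M2 difference ran from 0.47 to 2.19 and the A1 minus A2 difference from 0.74 to 1.20 on the log2 scale. Detected genes numbered 18207 at a minimum of 1 and 17215 at a minimum of 3. The share of the 10 highest genes was 11.7% without Rn45s, which itself is among them, and Sgk1 was 256 per 1000000 without the 10 highest genes. Totals without mitochondrially encoded genes gave no value because no such gene was found under its annotated symbol. Thinning to 50% was not run because the values were not raw counts. The lack of a replicate limits each of these results to this library.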

Other observations

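The tests of copy values, whole numbers, ties, Xist and Y genes, of Lars2 against other ribosomal RNA, and of phagocytic genes restricted to myeloid cells were chosen after the results were seen, as were the genes named in this part. The lists of resting and phagocytic microglial genes and the comparison of microglia with astrocyte markers were added after the table was first read. In all, 13 tests on 9 patterns were run, and each is given here. With 1 control library, no biological explanation was tested by a group comparison.

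The file held 23282 rows. That is lower than the value quoted from the study above.

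The median of the microglia list was 5.01 times that of the astrocyte list, and 10 of its 12 genes exceeded the astrocyte median. The log2 difference of 2.27 stood at percentile 98.7 of re-divisions. Gene length was tested as an explanation: after division by exon length, the difference was 3.33 and stood at percentile 99.9, so length does not account for it. Leaving out each microglia gene in turn gave a lowest list percentile of 100, a measure at its ceiling that single genes had little room to move. RNA share is not cell share. The markers differ in abundance per cell by an unknown amount, and the authors' normalisation is unknown, so the pattern cannot be told apart from these explanations.

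Phagocytic microglial genes had a median of 12003.5 against 738 for resting genes. The log2 difference of 3.96 stood at percentile 99.3 of re-divisions, and at 98.8 after division by exon length. A phagocytic state of cultured microglia may contribute. With the list restricted to Cst7, Itgax and Clec7a, 3 members chosen as myeloid-restricted, the difference dropped to 0.06 at percentile 55.7. These 3 were the lowest members of the list and were chosen after the values were seen, so the drop was fixed in advance and does not test whether other cell types express the remaining members. The data cannot tell these explanations apart.

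Lars2, a mitochondrial leucyl-tRNA synthetase gene, was at 57130, rank 29. That was 26.8 times the highest of 16 other mitochondrial synthetase genes, whose highest value was 2131 and median 290.5. Reads from mitochondrial 16S ribosomal RNA could have been placed there if sequence were shared, but alignment of the annotated Lars2 transcripts found 0 bases at 90% identity or more. A second attempt with the 12S ribosomal RNA and 2 transcripts of the 45S locus found at most 15 bases, against the 100 set as the minimum. The sequences searched therefore do not account for the value in annotated Lars2 transcripts. Rn45s itself was not among them, so sharing with other ribosomal RNA sequence is not excluded. The source of the value remains unknown. Genomic sequence and strain variants were not examined.

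Annotated pseudogenes with a single row numbered 312 and held 0.371% of the sum. Pseudogene symbols with more than 1 row were left out of this share and of the test below. Among them was the pseudogene with the highest value, Gm1821, at 58989 (rank 28). It alone held 0.214% of the sum, so the share given is too low for all pseudogenes. Across the 174 pseudogenes with a similar protein-coding transcript, the value rose with that of the parent gene (Spearman rho 0.745, across genes, which are not independent replicates). The highest rho in 10000 permutations was 0.309. Gm12070 was at 11210 and its parent Gapdh at 50116, while Atp6v0c-ps2 was at 7930 and Atp6v0c at 7966. Other pairs ran the opposite way. Gm12669 was at 3612 and Glrx3 at 118, Gm6644 at 3460 and Akr1b3 at 510, and 6820431F20Rik at 4623 and Cdh11 at 1315. Of the 64 pseudogenes at 100 or more, 13 exceeded their parent. Reads shared with parent genes are a candidate explanation for the trend across genes. Whether they also explain pseudogenes above their parents was not tested, because the placement of such reads is unknown. Identity in these pairs varied, with 99.7% for Gm6644 and Akr1b3 and 95.9% for 6820431F20Rik and Cdh11. Transcription of the pseudogenes themselves was not tested.

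Near-identical transcripts offered a look at how multi-mapped reads were handled. If each copy received every read, copies should have equal values. Among 94 pairs with both values at 10 or more, 9 were equal, against a mean of 12.8 and a maximum of 23 in 1000 draws of genes of similar rank, so equality was not enriched. Most of the equal pairs had low values, where ties are common, so the comparison across all 94 pairs has little power. Of the 11 pairs with both values over 1000, 0 were equal, though some of these join the 5S rows described below. Gm14308 at 7061 and Gm4724 at 3085, at 100% identity, were far apart. Srp54b at 4072 and Srp54c at 4121 were close. A later look at transcripts of 100% identity found 2 equal pairs among the 29 with both values at 10 or more. In that look, 6 rows of 5S ribosomal RNA genes stood out, at 863, 863, 1720, 1733, 2589 and 5191. Divided by 1, 1, 2, 2, 3 and 6, they differ from 863 by at most 3.5, less than the counting error of 29.4 that random placement of reads would leave. Counting of every read at every copy may explain these rows only if they pool different numbers of gene copies, which was not checked. The rows were picked for this regularity and the divisors were chosen to suit it. Apart from Amy2a2 and Amy2a4, both at 10, the pairs of that look outside this family differed. Among paralogs not in the 94 pairs, Hist2h2aa1 and Hist2h2aa2 were both at 5096, Hist2h3c1 and Hist2h3c2 both at 223, and Hba-a1 and Hba-a2 both at 6. These were picked after their values were seen, and equality at 5096 is not a low-value tie. Other annotated genes overlap both Hist2h2aa genes and Hist2h3c1. The results go both ways, so the handling of multi-mapped reads remains open.

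The whole-number values were examined for traces of the normalisation. Every whole number from 1 to 50 was held by some gene, so 0 were missing, and the first not held was 683. Multiplication by a single factor clearly above 1 would leave gaps, so it is not supported. A factor below 1 is not excluded. Among 912 genes over 5000, 64 shared their value with another gene, inside the range of 45 to 85 simulated from a smooth spread, so the number of tied genes was not in excess. The largest tie, 4 genes at 11024, was less usual: a tie of that size occurred in 3.8% of 2000 simulations. Its origin was not examined further.

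Xist was at 786, and the Y-linked genes Eif2s3y, Ddx3y, Kdm5d and Uty were at 886, 741, 281 and 154. The lowest of these 5 values, 154, is well above 10, and the highest identity of a Y transcript to its X copy was 86.4%. Xist exons overlap Tsix over 1980 bases on the opposite strand, and other short genes, so part of its value can belong to those if strand was not used. A mixture of cells from male and female pups is a candidate explanation. Contamination from another library was not tested.

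Of the M2 genes that the study named as increased by the inhibitor, Il10, Ccl22 and Retnla were listed at 0 in this control library, Il2ra was at 4 and Egf, which antisense genes overlap, at 12. A ratio to these values would depend on the pseudocount and on a few reads.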
